A study of Mus musculus with 19 samples. Its data were reported in "Gene-specific transcript buffering revealed by perturbation of coactivator complexes" (2025).

How the data were processed

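RNA was measured by fractionation sequencing (Frac-seq) in 19 libraries of mouse embryonic stem cells (mESCs) that carry TIP60 fused to an auxin-inducible degron. Per the labels, cells received auxin for 24 h or the solvent DMSO, and each library came from the cytoplasmic fraction, the nuclear fraction or total cells. There were 3 libraries in each of the 6 groups, except for 4 in the auxin total group. Fraction and treatment were taken from the labels of each library. Replicates were numbered in the order of deposition, so the numbers do not pair libraries, and nothing in the labels states that replicates came from separate cultures. The p-values therefore measure the spread between these libraries, part of which may be technical.

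Per the study's methods, libraries were made with a stranded total RNA kit with removal of ribosomal RNA, although the labels name polyA RNA as the molecule. The authors trimmed adaptors, removed ribosomal RNA reads, aligned reads to mm10 with STAR (version 2.5.3a) and counted uniquely aligned reads per gene with HTSeq-count (version 0.6.1p1, union mode, Ensembl annotation). The deposited values are raw read counts per gene, with no normalization by the authors. The strand setting of the counting is not given in the sources used here, so overlapping and antisense genes may share reads. Reads that align to several places were left out of the deposited counts, which lowers genes with near-identical copies. The Usp17l, Zscan4 and replicative histone families and the 7SL, Y and small nucleolar RNAs are therefore uncertain.

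Each file also held 5 summary lines that name no gene, and these were left out of library sizes and tests. They took 63.6% ± 12.7 (SD, n = 19) of all alignments, with multiply aligned reads at 30.9% ± 10.3. The files listed 55401 gene identifiers, of which 55141 had a symbol in GENCODE M21, whose coordinates are on GRCm38, the same assembly as mm10. Reads assigned to genes numbered 10.5 to 43.8 M (mega) per library. Depth was lowest in nuclear libraries, which limits the precision of genes of low nuclear level. No pair of replicates lay as close as sampling noise, with a chi-square per degree of freedom of 14.9 to 149, so every library was counted as 1 replicate.

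Counts were tested with edgeR (version 4.0.16, R version 4.3.3) by its quasi-likelihood test with TMM library sizes. All 19 libraries entered a single fit with 6 groups, without covariates, and filterByExpr retained 23872 genes. P-values were adjusted by Benjamini-Hochberg. A gene was called at an adjusted p under 0.05 and a change over 2-fold. The contrasts were auxin against DMSO within each fraction, nuclear against cytoplasmic in DMSO cells, and the interaction, the auxin effect on the nuclear to cytoplasmic (N/C) ratio. Fold changes are log2 values with standard errors (SE). Levels are CPM, gene counts scaled to TMM library sizes. A library holds relative levels, so a change in the total RNA content of the cells or of a compartment cannot be seen.

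A set of 28 gene lists was fixed. They covered the TIP60 complex, genes measured by RT-qPCR in the study, pluripotency, 2-cell-like, neuroectoderm, mesendoderm, primitive endoderm, trophectoderm and germline genes, p53 targets, DNA replication, mitosis, the integrated stress response, immediate early genes, interferon response, aryl hydrocarbon receptor (AhR) response, cholesterol synthesis, glycolysis and hypoxia, RNA export, RNA decay, fibroblast markers, nuclear long noncoding RNAs, cytoplasmic reference mRNAs, histone variants, replicative histones, ribosomal proteins, mitochondrially encoded genes, and small nuclear and nucleolar RNAs. Lists were tested with camera of limma (version 3.58.1) on log2 CPM (prior count 2) with a preset correlation of 0.01 and with an estimated one, and with fry. Within each list, the genes past an adjusted p of 0.05 at any fold were also counted with p-values adjusted over the list alone. For gene classes, the mean log2 CPM of a class minus that of the other genes was compared by an exact permutation test of treatment labels within each fraction (400 arrangements, two-sided, smallest p 0.005). Arrangements that exchange the labels of one whole fraction hold the auxin effects of both fractions, so this test is strict for classes that change in both. List counts of 5 or more were also followed with each library left out. With 3 libraries against 3 a two-sided exact test cannot go below 0.1, and with 4 against 3 not below 0.0286. The nuclear share of a total library was the weight that best fitted it as a mixture of the mean nuclear and mean cytoplasmic libraries of the same treatment, on the square root of CPM.

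Genes were named by a rule. It took Kat5, the 8 called genes with the largest change in each direction that had a mean log2 CPM of 1 or more, libraries that do not overlap between groups and a gene name that is not that of a predicted gene, and up to 4 members of each list with the smallest adjusted p. For nuclear against cytoplasmic it took 5 genes in each direction and the reference lists. Of 3 against 3 libraries, chance alone separates 10% of genes without overlap, and of 4 against 3 libraries 5.7%. Groups, tests, lists, this rule and the alternative settings were fixed before the data were examined.

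These alternative settings were DESeq2 size factors, normalization without mitochondrial and small nuclear RNAs, the DESeq2 Wald test (version 1.42.0), no filter on low counts, a stricter filter (1 CPM in at least 3 libraries), a fit of the compared groups alone, the run of library numbers (98 to 107 against 113 to 121) as a covariate, and leaving out each library in turn. A further 3 settings were added after seeing the data, namely the share of reads outside annotated features as a covariate in the total fraction, single-exon genes without the replicative histones, and the correlation on differences of mean log2 CPM. The tests were tried on simulated counts in which 200 genes were changed, 100 of them 3-fold and 100 of them 8-fold. At 3-fold, edgeR recovered 87 genes in the total comparison, 81 in the nuclear, 84 in the cytoplasmic and 61 in the interaction. At 8-fold it recovered 99, 96, 94 and 95. Figures were drawn with matplotlib (version 3.10.9).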

Results

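Frac-seq was carried out on mESCs in which both copies of Kat5, the gene for the histone acetyltransferase TIP60, encode a protein that is degraded when the plant hormone auxin is added. The comparison of auxin with DMSO asks which RNAs change under auxin, in whole cells and in each compartment. No auxin-treated cells without the degron were among the libraries. Effects of auxin itself therefore cannot be told apart from those of TIP60 loss, for any gene below. Cytoplasmic libraries held 39.3 ± 4.03 M (mega) reads in genes (SD, n = 6), total libraries 28.1 ± 4.39 M (n = 7) and nuclear libraries 14.8 ± 3.43 M (n = 6). Of uniquely aligned reads, 72.3% ± 3.69 of the nuclear and 14.5% ± 0.73 of the cytoplasmic reads (n = 6 each) lay outside annotated features. Reads in introns fall outside these features, since the study's methods state counting over whole genes for another experiment only.

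Kat5 (ENSMUSG00000024926, chromosome 19, 5603014 to 5610237) was read at a similar level with and without auxin. It stood at 34.5 ± 3.78 CPM (SD, n = 3) in DMSO and 40.2 ± 4.42 (n = 4) in auxin total libraries, a log2 fold change of 0.22 ± 0.15 (SE, edgeR adjusted p = 0.251). The change was -0.17 ± 0.16 in nuclei (adjusted p = 0.518) and -0.04 ± 0.16 in cytoplasm (adjusted p = 0.917). The degron acts on the protein, so this RNA does not check the depletion.

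Nuclear and cytoplasmic RNA of DMSO cells were compared first, to see how the fractions separate. Kcnq1ot1, an antisense RNA of an imprinted locus, stood at 2345 ± 550 CPM in nuclear and 37.4 ± 10.2 CPM in cytoplasmic libraries (log2 5.97 ± 0.41, edgeR adjusted p = 2.55e-10, n = 3 each). Malat1 was higher in nuclei by 2.63 ± 0.31, Neat1, the scaffold of paraspeckles, by 2.97 ± 0.28, and Xist, at a low level, by 5.52 ± 0.45. The mRNAs of Actb (-3.01 ± 0.37), Gapdh (-2.39 ± 0.24), Eef1a1 (-2.46 ± 0.34) and the ribosomal protein gene Rps14 (-2.18 ± 0.35) were higher in cytoplasm. The largest nuclear enrichments were those of the olfactory receptor genes Olfr837 (6.70 ± 0.26) and Olfr836 (6.34 ± 0.28) and of the small nucleolar RNAs Snord17 (6.50 ± 0.69) and Snora23 (6.37 ± 0.77). The largest cytoplasmic ones were the 7SL RNAs Rn7s1 (-5.98 ± 0.96) and Rn7s2 (-4.37 ± 0.82), the Y RNA Rny1 (-3.78 ± 0.72) and the histone genes Hist4h4 (-3.96 ± 0.65) and Hist2h3b (-3.73 ± 0.38). In all, 7646 genes were called higher in nuclei and 5298 in cytoplasm. The cytoplasmic count was the larger one without DMSO nuclear replicate 1 (6821 and 7149), 2 (6581 and 6783) or 3 (6350 and 6512). With single libraries left out the counts ranged from 6350 to 7939 and from 5222 to 7149, so which side is larger is not settled. Without DMSO nuclear replicate 1 the log2 values were -3.98 for Actb, -3.30 for Eef1a1, -6.81 for Rn7s1, -5.13 for Rn7s2, -5.03 for Rny1 and -4.57 for Hist2h3b. Without DMSO cytoplasmic replicate 2 they were -4.76 for Rn7s1, -3.125 for Rn7s2, -3.06 for Rny1, -3.16 for Hist4h4 and 7.01 for Snora23. Without DMSO nuclear replicate 3 they were 5.65 for Snord17 and 5.67 for Snora23. The median over all genes was 0.126, and it was 0.261 with DESeq2 size factors and 0.021 without mitochondrial and small nuclear RNAs, so single values are relative to that shift.

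In total RNA, the xenobiotic-metabolizing enzyme gene Cyp1a1, a target of AhR, a receptor for aromatic compounds, rose in auxin. Cyp1a1 (ENSMUSG00000032315, chromosome 9, 57687928 to 57703824) went from 0.394 ± 0.192 CPM (SD, n = 3) to 72.4 ± 14.7 CPM (n = 4), a log2 change of 7.53 ± 1.07 (SE, edgeR adjusted p = 2.82e-05). Cyp1b1 rose by 6.37 ± 0.62 and Ahrr, the repressor of the receptor, by 4.95 ± 0.50. The steroid dehydrogenase gene Akr1c21 rose by 4.43 ± 0.35, Nptx1 by 3.53 ± 0.47, Zan by 3.41 ± 0.30, Fam124a by 3.33 ± 0.36 and Rdh1 by 3.22 ± 0.29. The Nodal antagonists Lefty1 (-3.203 ± 0.407) and Lefty2 (-2.42 ± 0.26) fell, as did the acyl-CoA synthetase gene Acsl5 (-2.89 ± 0.27), Khdc3 (-2.81 ± 0.30), the kinase gene Lck (-2.74 ± 0.22), Smtnl1 (-2.67 ± 0.33), Glipr2 (-2.56 ± 0.27) and Gtsf1l (-2.44 ± 0.25). Over all genes, 2587 were called higher and 1856 lower in auxin. Without replicate 1 of the DMSO total group, 1055 genes were called lower. With the share of reads outside features as a covariate, added after seeing the data, 1147 genes were called higher and 556 lower. This share was 43.6% to 46.7% in auxin replicates 1 to 3, 33.4% in replicate 4 and 29.8% to 34.9% in DMSO. It nearly follows treatment, so this fit cannot tell an effect of the share from one of auxin. A gene that did not pass with it is therefore not shown to be an artifact. With this covariate the values were 2.34 for Zan, -2.58 for Lefty1, -1.81 for Khdc3, -1.64 for Smtnl1 and -1.83 for Glipr2. With the run as a covariate they were 8.24 for Cyp1a1 and -2.56 for Lefty1.

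Of the 8 AhR response genes tested in total RNA, 4 were called higher (5 at any fold when adjusted over the list alone, camera adjusted p = 0.00395, but adjusted p = 0.368 with an estimated correlation). Of 21 genes of the 2-cell-like state, a transient state of mESCs that resembles the 2-cell embryo, 17 were called higher (17 higher and 1 lower at any fold when adjusted over the list alone, camera adjusted p = 7.63e-09, but adjusted p = 0.368 with an estimated correlation). Among them, Zfp352 rose by 3.204 ± 0.311, Sp110 by 2.98 ± 0.28 and Usp17lc by 3.14 ± 0.36. Among lineage genes, 6 of 16 primitive endoderm, 4 of 19 neuroectoderm and 6 of 17 mesendoderm genes were called higher, and 1 mesendoderm gene was called lower. The camera adjusted p was 0.00427, 0.0122 and 0.0342 in this order. It came to adjusted p = 0.368, adjusted p = 0.302 and adjusted p = 0.4 with an estimated correlation. At any fold, adjusted over the list alone, 10, 11 and 7 were higher and 0, 1 and 1 lower, with 4 neuroectoderm genes higher without DMSO total replicate 1 and 5 without replicate 3. Examples were the receptor gene Pdgfra (1.199 ± 0.221), the collagen gene Col4a2 (1.78 ± 0.33), the growth factor gene Fgf5 (3.37 ± 0.49), Sox11 (1.15 ± 0.27) and Gata2 (1.196 ± 0.219). Of 24 pluripotency genes, 2 were called higher and 1 lower (11 and 2 at any fold adjusted over the list alone, 6 higher without DMSO total replicate 1, camera adjusted p = 0.0481, and adjusted p = 0.59 with an estimated correlation). Without auxin total replicate 4, 3 were called higher and 4 lower, with Dppa4 at -1.02. Tet2 rose by 1.12 ± 0.25 and Dppa4 fell by 0.85 on the log2 scale, while Nanog (-0.21 ± 0.26, edgeR adjusted p = 0.543) and Pou5f1 (-0.10 ± 0.25, adjusted p = 0.786) did not pass the test. With the share outside features as a covariate Col4a2 (0.99, adjusted p = 0.119), Sox11 (0.77, adjusted p = 0.189), Tet2 (0.33, adjusted p = 0.476) and Dppa4 (-0.37, adjusted p = 0.193) did not pass.

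Of 27 DNA replication genes 8 were called lower in total RNA, and of 24 mitosis genes 8. The camera adjusted p was 6.22e-08 for replication and 1.87e-06 for mitosis, and for each it was adjusted p = 0.246 with an estimated correlation. Without DMSO total replicate 1, 5 genes were called lower in each list. At any fold, adjusted over the list alone, 22 and 15 were lower and 1 and 2 higher. Rrm2, a subunit of ribonucleotide reductase, fell from 639.9 ± 101.3 to 159 ± 47.0 CPM (-2.01 ± 0.20, edgeR adjusted p = 7.53e-07, n = 3 and 4). The helicase gene Mcm7 changed by -1.46 ± 0.22, the cyclin gene Ccnb1 by -1.37 ± 0.16 and the mitotic kinase gene Plk1 by -1.25 ± 0.16. Of 23 glycolysis and hypoxia genes, 7 were called lower, with Ldha at -2.32 ± 0.20 and Pgam1 at -1.18 ± 0.14, and 1 was called higher (13 lower and 4 higher adjusted over the list alone, camera adjusted p = 0.0245, and adjusted p = 0.497 with an estimated correlation). Of 26 p53 targets, 5 were called lower, among them the apoptosis gene Bax (-1.56 ± 0.27), and Mdm2 fell by less than 2-fold (-0.78 ± 0.14). Without DMSO total replicate 1 the number called was 3, and without replicate 3 it was 8. Adjusted over the list alone 18 p53 targets were lower and 2 higher (camera adjusted p = 5.43e-05, and adjusted p = 0.308 with an estimated correlation). In the stress response list 3 of 20 genes were called lower, with Trib3 at -1.64 ± 0.17 (5 lower adjusted over the list alone, 9 without auxin total replicate 4, camera adjusted p = 0.0284, and adjusted p = 0.4 with an estimated correlation). The medians of nuclear against cytoplasmic RNA in DMSO cells were -1.46 for replication, -1.09 for mitosis, -1.59 for glycolysis, -0.69 for p53 targets and -1.35 for stress genes. The nuclear share of the total libraries was 30.7% to 31.1% in 3 auxin libraries and 14.1% in replicate 4, against 10.1% to 16.8% in DMSO. With the share outside features as a covariate Bax (-0.66, adjusted p = 0.0582) and Mdm2 (-0.58, adjusted p = 0.0526) did not pass.

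Of 79 ribosomal protein genes 32 were called lower in total RNA (camera adjusted p = 1.02e-15, but adjusted p = 0.368 with an estimated correlation), among them Rpl35 (-2.12 ± 0.38) and Rpl27 (-1.52 ± 0.23). Of 63 replicative histone genes 32 were called lower (camera adjusted p = 1.42e-09, but adjusted p = 0.444 with an estimated correlation), such as Hist2h2ac (-1.97 ± 0.28). At any fold, adjusted over the lists alone, 70 and 44 were lower. Of 11 histone variant genes 4 were called lower (7 adjusted over the list alone, camera adjusted p = 0.0112, but adjusted p = 0.368 with an estimated correlation), with the centromere histone Cenpa at -1.56 ± 0.18 and H2afz at -1.75 ± 0.32. Of 74 small nuclear and nucleolar RNAs 28 were called lower (40 adjusted over the list alone, camera adjusted p = 3.47e-07, but adjusted p = 0.368 with an estimated correlation). They took 0.526% to 0.779% of reads in auxin replicates 1 to 3 and 1.65% in replicate 4, against 1.24% to 2.48% in DMSO. Their median log2 value was 2.425 for nuclear against cytoplasmic RNA in DMSO cells and -0.85 for auxin in total RNA. A larger nuclear share would raise such RNAs, so these values argue against it as the cause of their fall. The nuclear share of the auxin total libraries was 30.7%, 30.8%, 31.1% and, in replicate 4, 14.1%, against 10.1%, 15.4% and 16.8% in DMSO (exact permutation p = 0.114). The difference in mean share, as a fraction, was 0.125. With DMSO fractions as the reference for both treatments it was 0.207 (exact permutation p = 0.0571). It was 0.122 on CPM and 0.116 on log2 CPM. Reads outside annotated features made up 42.4% ± 6.14 in auxin total libraries (SD, n = 4) against 33.1% ± 2.88 in DMSO ones (n = 3, exact permutation p = 0.114). Without auxin replicate 4, 52 ribosomal protein and 42 replicative histone genes were called lower. Without DMSO replicate 1 the numbers were 20 ribosomal protein genes, 13 replicative histone genes (16 adjusted over the list alone) and 8 small RNAs (6 adjusted over the list alone, and 21 without auxin replicate 3). With the share outside features as a covariate Rpl35 (-0.88, adjusted p = 0.185) and H2afz (-0.69, adjusted p = 0.152) did not pass, and Rpl27 stood at -0.71 and Hist2h2ac at -1.15. All 4 auxin total libraries and 1 of the DMSO ones carry numbers of the later run, so a comparison within runs has a single DMSO library. With the run as a covariate 2082 genes were called higher and 1365 lower.

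**Figure D1:**
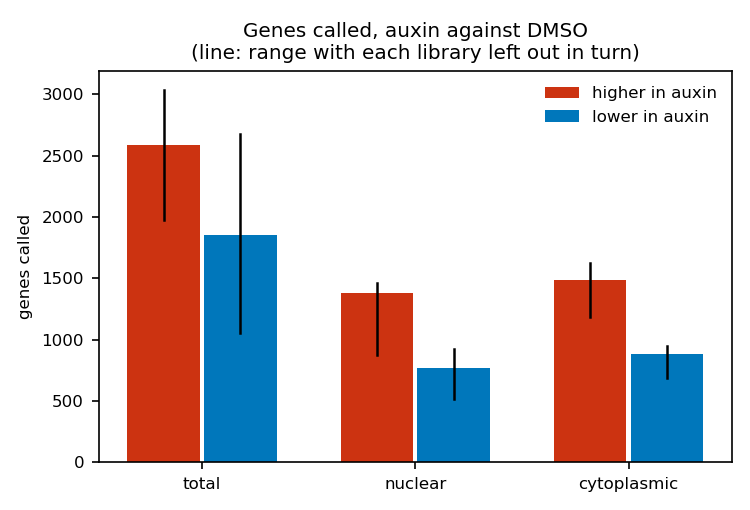
Number of genes called higher (red) and lower (blue) in auxin than in DMSO in each fraction, with bars for the fit of all libraries and black lines for the range when each library is left out in turn. The total fraction gave 2587 and 1856 genes, and without 1 DMSO library the lower count was 1055.

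**Figure D2:**
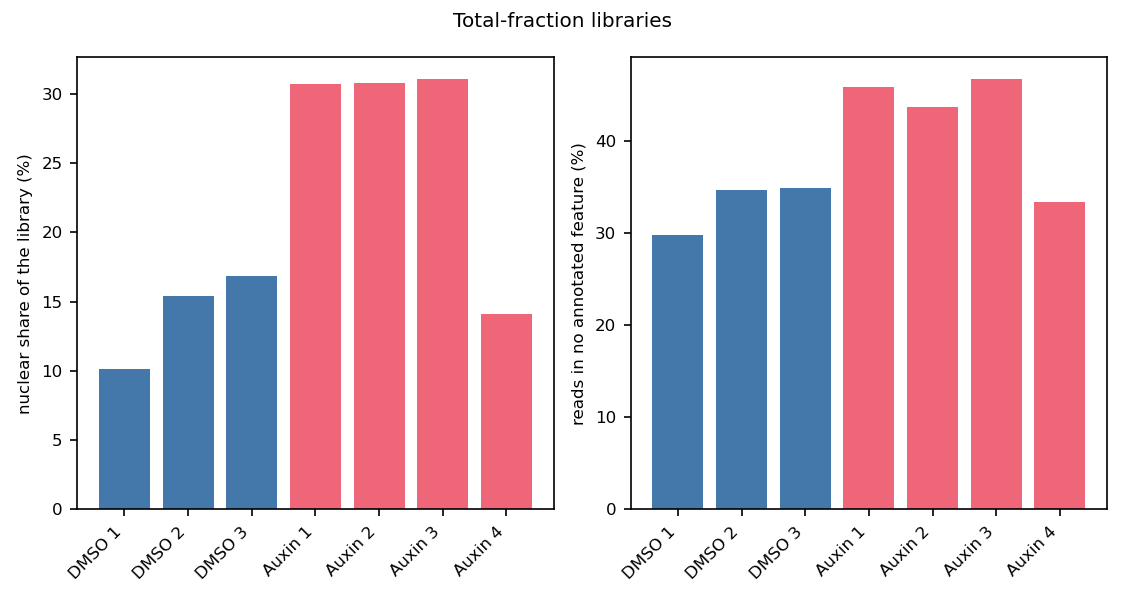
Nuclear share (left, percent) and reads outside annotated features (right, percent of uniquely aligned reads) of each total library, DMSO in blue and auxin in red, 1 bar per library. Auxin replicate 4 has a nuclear share of 14.1%, among the DMSO libraries, and the other auxin libraries lie at 30.7% to 31.1%.

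The remaining lists in total RNA held few called genes or moved both ways. In the TIP60 complex 1 of 17 genes was called higher, Ep400 (1.24 ± 0.26), and 1 lower, Morf4l2 (-1.12 ± 0.17), with 3 higher and 8 lower adjusted over the list alone (camera adjusted p = 0.118). With the share outside features as a covariate Ep400 did not pass (0.38, adjusted p = 0.377). Genes taken from the RT-qPCR of the study are not independent evidence. Of the 5 of these that were tested, Usp17la (2.96 ± 0.46) rose and Efs (-1.30 ± 0.25) fell. Zfp827 was lower at less than 2-fold (-0.64 ± 0.23, edgeR adjusted p = 0.0332), and it did not pass without DMSO total replicate 2 (adjusted p = 0.0883) or 3 (adjusted p = 0.114) or auxin total replicate 2 (adjusted p = 0.0697) or 4 (adjusted p = 0.08), or in a fit of the total libraries alone (adjusted p = 0.115), and stood at -1.38 with that covariate. Adjusted over that list alone 1 was higher and 2 lower (camera adjusted p = 0.588). Of 32 RNA export genes 3 were called lower (14 lower and 1 higher adjusted over the list alone, camera adjusted p = 0.000314, and adjusted p = 0.308 with an estimated correlation). Of 44 RNA decay genes 4 were called lower (12 lower and 10 higher adjusted over the list alone, with 1 and 6 higher without DMSO replicates 1 and 2 and 4 and 5 without auxin replicates 1 and 2, camera adjusted p = 0.435), and its median of -0.006 changed sign with DESeq2 size factors (0.005). Of 20 cholesterol synthesis genes 1 was called lower (4 adjusted over the list alone, camera adjusted p = 0.0401, and adjusted p = 0.546 with an estimated correlation). Of 13 nuclear noncoding RNAs 3 were called higher, with Neat1 at 1.60 ± 0.25, and 2 lower (6 and 4 adjusted over the list alone, 3 higher without DMSO replicate 1, camera adjusted p = 0.743). Of 10 cytoplasmic reference mRNAs 1 was called lower (6 adjusted over the list alone, 3 without DMSO replicate 1, camera adjusted p = 0.0106, and adjusted p = 0.413 with an estimated correlation). Of 25 mitochondrially encoded genes 1 was called lower (2 adjusted over the list alone, camera adjusted p = 0.6), and its median of -0.005 also changed sign (0.003).

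In nuclei, Akr1c21 rose from 0.498 ± 0.198 to 9.80 ± 2.43 CPM (SD, n = 3 each), a log2 change of 4.25 ± 0.36 (SE, edgeR adjusted p = 1.43e-06). The glycosyltransferase gene Mgat4c rose by 3.66 ± 0.52, Cyp1b1 by 3.64 ± 0.52, Pof1b by 3.14 ± 0.41, Ahrr by 2.96 ± 0.45, the myosin kinase gene Mylk by 2.85 ± 0.29, Abcb5 by 2.82 ± 0.30 and the oxidase gene Cybb by 2.79 ± 0.33. Lrfn4 (-2.44 ± 0.35), Comtd1 (-2.37 ± 0.22), Lck (-2.21 ± 0.26), Ccnb1ip1 (-2.19 ± 0.22), Pla2g1b (-2.16 ± 0.26), the transcription factor gene Tfap4 (-2.03 ± 0.15) and Ptprv (-1.98 ± 0.27) fell. The cyclooxygenase gene Ptgs1 also fell (-2.11 ± 0.60, adjusted p = 0.0171), but did not pass without DMSO nuclear replicate 2 (-1.34 ± 0.59, adjusted p = 0.157) or auxin nuclear replicate 3 (adjusted p = 0.0718). Without auxin nuclear replicate 2 Lrfn4 stood at -3.21. Without DMSO nuclear replicate 1 the values were 6.58 for Cyp1b1, 4.71 for Ahrr, 4.45 for Mgat4c and 3.43 for Cybb. Over all genes, 1384 were called higher and 768 lower. Without DMSO nuclear replicate 2, 878 were called higher and 515 lower.

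Of 21 2-cell-like genes in nuclei 17 were called higher, with Zfp352 at 2.36 ± 0.32, Sp110 at 2.10 ± 0.28 and Zscan4c at 1.86 ± 0.34 (18 adjusted over the list alone, camera adjusted p = 8.01e-12, and adjusted p = 0.417 with an estimated correlation). Of 8 AhR response genes 2 were called higher (3 adjusted over the list alone, camera adjusted p = 0.00328, and adjusted p = 0.439 with an estimated correlation). Tiparp, another AhR target, stood at 0.52 ± 0.18 (edgeR adjusted p = 0.0485), and did not pass in 16 of 19 fits that left out 1 library (adjusted p = 0.0517 to 0.183) or without a filter on low counts (adjusted p = 0.132). Cyp1a1 did not pass (1.60 ± 0.78, adjusted p = 0.159), though it did without a filter (adjusted p = 2.77e-11). The latter p is too small for the spread of the DMSO nuclear libraries and is not taken as evidence. A DMSO library stood apart. DMSO nuclear replicate 1 held 30.7 CPM of Cyp1a1, against 0.228 and 0.433 CPM in the other DMSO nuclear libraries, and 3.46 CPM of Ahrr against 0.569 and 0.288. Without that library Cyp1a1 rose by 6.62 ± 0.48 (adjusted p = 1.29e-07), 5 AhR response genes were called higher and the median change of the 2-cell-like genes was 2.51 rather than 1.67, with Zfp352 at 3.09 and Zscan4c at 2.47. Nanog (0.59 ± 0.28, adjusted p = 0.143) then passed (1.00 ± 0.27, adjusted p = 0.0141), Neat1 (0.94 ± 0.26, adjusted p = 0.0152) did not (adjusted p = 0.0794), nor did it without DMSO replicate 3 (adjusted p = 0.0523) or auxin replicate 2 (adjusted p = 0.0632) or 3 (adjusted p = 0.0541). Pou5f1 passed in neither (0.04 ± 0.27, adjusted p = 0.946). Usp17la stood at 1.33 ± 0.47 (adjusted p = 0.0493) and at 2.60 ± 0.42 without that library, but did not pass in 13 of 19 fits that left out 1 library (adjusted p = 0.0524 to 0.175) or by the DESeq2 Wald test (adjusted p = 0.0566). Nor did it in a fit of the nuclear libraries alone (adjusted p = 0.0562) or with the run as a covariate (adjusted p = 0.0569). Efs (-1.93 ± 0.29) and Zfp827 (-1.55 ± 0.25) fell.

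Of 24 mitosis genes in nuclei 3 were called lower, with Plk1 at -1.38 ± 0.18 and Ube2c at -1.21 ± 0.18 (21 adjusted over the list alone, camera adjusted p = 1.42e-10, and adjusted p = 0.0797 with an estimated correlation). Of 27 DNA replication genes 3 were called lower, with the licensing factor gene Cdt1 at -1.17 ± 0.17 and Rrm2 at -1.06 ± 0.21 (14 adjusted over the list alone, camera adjusted p = 5.49e-07, and adjusted p = 0.346 with an estimated correlation). Of 26 p53 targets 3 were called lower, with Tnfrsf10b at -1.06 ± 0.20, and Mdm2 was lower at -0.81 ± 0.15 (10 adjusted over the list alone, camera adjusted p = 0.00328, and adjusted p = 0.45 with an estimated correlation). Ldha changed by -1.54 ± 0.21, the helicase gene Ruvbl2 of the TIP60 complex by -1.17 ± 0.22, the noncoding RNA Ftx by -1.23 ± 0.21 and Ep400 by 1.096 ± 0.267, while the endoderm gene Sox17 rose by 2.29 ± 0.48 from a low level. No ribosomal protein gene was called by edgeR (camera adjusted p = 5.18e-07, and adjusted p = 0.572 with an estimated correlation). Adjusted over the list alone 15 of 79 were lower, among them Rpl21 at -0.93 ± 0.20, but 2 without DMSO nuclear replicate 1 and 1 without replicate 2, 0 without auxin nuclear replicate 1 and 1 without replicate 3, and 3 to 50 with 7 other libraries left out in turn.

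**Figure D3:**
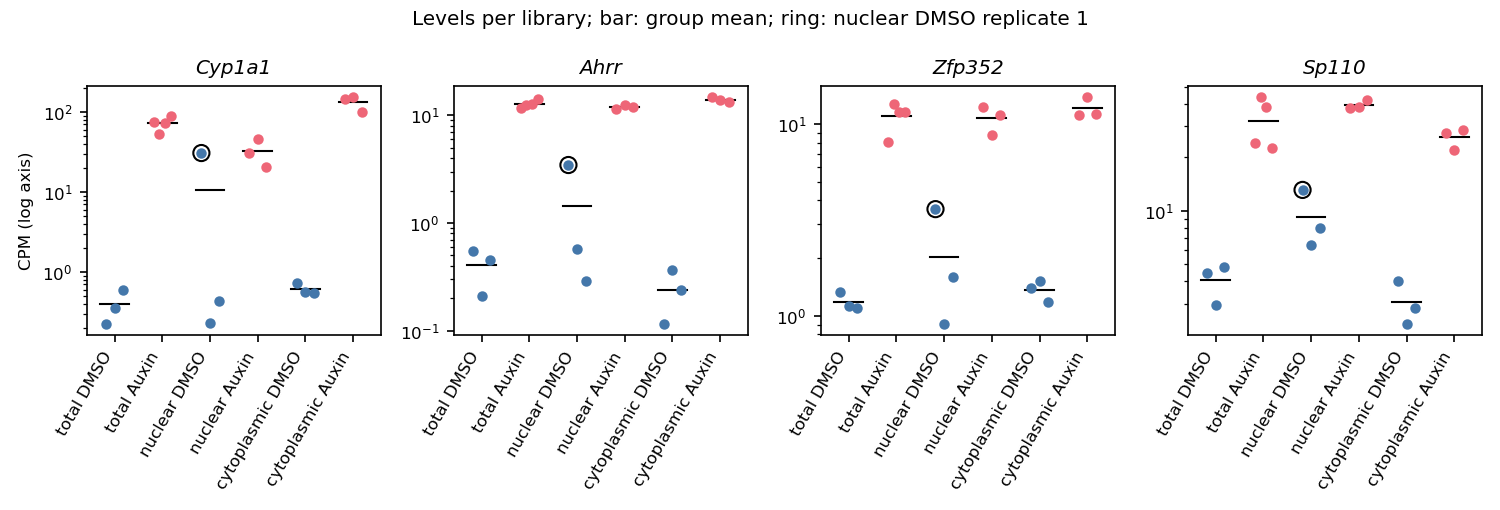
CPM of Cyp1a1, Ahrr, Zfp352 and Sp110 in every library on a log axis, with DMSO in blue, auxin in red and group means as black bars. DMSO nuclear replicate 1, ringed, holds 30.7 CPM of Cyp1a1 and lies between the other DMSO libraries and the auxin libraries for each gene, except for Cyp1a1, where it lies within the nuclear auxin range.

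In cytoplasm, Cyp1a1 went from 0.613 ± 0.100 to 133 ± 28.7 CPM (SD, n = 3 each), a log2 change of 7.74 ± 1.05 (SE, edgeR adjusted p = 3.24e-05), Ahrr rose by 5.86 ± 0.54 and Cyp1b1 by 5.86 ± 0.60. Mgat4c rose by 4.22 ± 0.53, Nptx1 by 3.71 ± 0.47, Zscan4d by 3.54 ± 0.41, Usp17lb by 3.35 ± 0.46, the water channel gene Aqp9 by 3.34 ± 0.48 and Zfp352 by 3.14 ± 0.31. Lrfn4 (-2.87 ± 0.32), Fam83h (-2.64 ± 0.29), Fkbp10 (-2.55 ± 0.28), Lefty1 (-2.54 ± 0.43), Lefty2 (-2.47 ± 0.28), Tmem238 (-2.43 ± 0.31), Comtd1 (-2.37 ± 0.21) and Ubap1l (-2.29 ± 0.26) fell. Over all genes, 1490 were called higher and 881 lower.

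Of 8 AhR response genes in cytoplasm 6 were called higher (7 adjusted over the list alone, camera adjusted p = 1.73e-05, and adjusted p = 0.144 with an estimated correlation). Among them Aldh3a1 rose by 1.51 ± 0.37, but did not pass without auxin cytoplasmic replicate 3 (edgeR adjusted p = 0.0518). Of 21 2-cell-like genes 17 were called higher, with Sp110 at 3.08 ± 0.29 (17 adjusted over the list alone, camera adjusted p = 1.9e-16, and adjusted p = 0.144 with an estimated correlation). Of 24 mitosis genes 6 were called lower, with Plk1 at -1.29 ± 0.18 and Nusap1 at -1.28 ± 0.18 (22 adjusted over the list alone, camera adjusted p = 1.3e-11, and adjusted p = 0.0564 with an estimated correlation). Of 27 DNA replication genes 3 were called lower, with Rrm2 at -1.47 ± 0.21 and Cdt1 at -1.09 ± 0.16 (20 adjusted over the list alone, camera adjusted p = 9.27e-07, and adjusted p = 0.144 with an estimated correlation). Of 26 p53 targets 5 were called lower, with Zmat3 at -1.16 ± 0.22 and the apoptosis gene Bbc3 at -1.11 ± 0.20, and 0 without DMSO cytoplasmic replicate 1 and 3 and 2 without auxin cytoplasmic replicates 2 and 3 (15 lower and 2 higher adjusted over the list alone, 9 lower without auxin replicate 2, camera adjusted p = 0.000522, and adjusted p = 0.345 with an estimated correlation). Trib3 changed by -1.59 ± 0.18, Ldha by -1.54 ± 0.21, Sox1 by -1.26 ± 0.22 and Utf1 by -1.46 ± 0.35. Hist2h2ac changed by -1.64 ± 0.29 and the small nucleolar RNA Snora47 by -2.87 ± 0.61. Fgf5 rose by 3.27 ± 0.49 and Ndrg1 by 1.05 ± 0.21. Usp17la rose by 3.01 ± 0.47, and Efs (-1.94 ± 0.28) and Zfp827 (-1.11 ± 0.24) fell. Nanog (0.57 ± 0.28, adjusted p = 0.153) and Pou5f1 (0.39 ± 0.27, adjusted p = 0.336) did not pass, though both did in a fit of the cytoplasmic libraries alone (adjusted p = 0.0288 and adjusted p = 0.027).

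The effect of auxin on the N/C ratio asks whether RNAs moved between compartments under auxin. The clearest gene was Cyb5r1, a cytochrome b5 reductase gene (chromosome 1, 134405559 to 134411740). It went from 261 ± 46.1 to 150 ± 10.7 CPM in nuclei and from 71.6 ± 5.11 to 114.7 ± 8.56 CPM in cytoplasm (SD, n = 3 each), a log2 change of the ratio of -1.48 ± 0.20 (SE, edgeR adjusted p = 0.00738). The processed pseudogene Gm5943 (chromosome X, 114989150 to 114989608), named after its values were seen, rose in ratio by 3.77 ± 0.55 (adjusted p = 0.0121) at levels of 0.182 to 2.00 CPM in nuclei, and did not pass without DMSO cytoplasmic replicate 2 (adjusted p = 0.0803), auxin cytoplasmic replicate 1 (adjusted p = 0.0646) or DMSO nuclear replicate 2 (adjusted p = 0.0785), or in a fit without the total libraries (adjusted p = 0.17). No other gene of the 23872 was called by edgeR, 1582 had an unadjusted p under 0.05, and the DESeq2 Wald test called 16 genes higher and 8 lower. Kat5 (-0.13 ± 0.23), Efs (0.02 ± 0.39), Zfp827 (-0.43 ± 0.35), Usp17la (-1.68 ± 0.64), Nanog (0.02 ± 0.39), Pou5f1 (-0.35 ± 0.38) and Hist2h3c2 (1.82 ± 0.42) did not pass, with adjusted p of 0.387 or more. Hist2h3c2 passed without auxin cytoplasmic replicate 2 (2.37 ± 0.35, adjusted p = 0.0184) and by the DESeq2 Wald test (adjusted p = 0.0456). Without a filter on low counts Hist2h3c2 (adjusted p = 9.06e-05), Usp17la (adjusted p = 0.000168) and Cyp1a1 (adjusted p = 9.97e-79) passed. The DMSO nuclear libraries held 30.7, 0.228 and 0.433 CPM of Cyp1a1. A p this small cannot reflect that spread and is not taken as evidence. Without DMSO nuclear replicate 1 Usp17la stood at -0.456. Cyp1a1 stood at -6.14 ± 1.24 (adjusted p = 0.188). It passed without DMSO nuclear replicate 2 (-6.74 ± 0.98, adjusted p = 0.0226) or 3 (adjusted p = 0.0272) and by the DESeq2 Wald test (adjusted p = 0.047), but stood at -1.17 ± 0.75 without DMSO nuclear replicate 1 (adjusted p = 0.833).

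Shifts of gene classes in N/C ratio did not pass the exact test over libraries. Replicative histones shifted toward nuclei by 0.503 (63 genes, exact permutation p = 0.4), single-exon protein-coding genes toward nuclei by 0.246 (515 genes, exact permutation p = 0.12), ribosomal protein genes toward cytoplasm, by -0.378 (79 genes, exact permutation p = 0.29), and histone variants by -0.192 (11 genes, exact permutation p = 0.48), but by 0.0849, the other direction, with the median over the class. This test counts arrangements that exchange the labels of a whole fraction and so hold the auxin effects themselves, which raises p for a class that changed in both fractions. The test is also unpaired, so differences between cultures that nuclear and cytoplasmic libraries might share stay in its spread. A miss does not show the absence of a shift. The replicative histone shift was 0.778 without DMSO nuclear replicate 1 and 0.866 without auxin cytoplasmic replicate 2. It was 0.228 without auxin cytoplasmic replicate 1, 0.269 without DMSO cytoplasmic replicate 2 and 0.262 without DMSO nuclear replicate 3. That of variants was -0.122 without DMSO nuclear replicate 1, -0.123 without auxin nuclear replicate 3, -0.295 without auxin nuclear replicate 2 and -0.292 without DMSO nuclear replicate 3. The single-exon shift was 0.338 without DMSO nuclear replicate 1 (exact permutation p = 0.04) and 0.286 without auxin cytoplasmic replicate 2 (exact permutation p = 0.035). Across genes, which are not independent replicates, a Mann-Whitney test gave p = 6.24e-09 for replicative histones (n = 63 genes), 1.51e-14 for ribosomal proteins (n = 79), 3.12e-23 for single-exon genes (n = 515) and 0.206 for variants (n = 11). For lists, camera with the preset correlation gave adjusted p = 8.59e-06 for replicative histones, 1.47e-05 for ribosomal proteins, 0.00438 for 2-cell-like genes and 0.00438 for small nuclear and nucleolar RNAs, and each came to adjusted p = 0.999 with an estimated correlation. The median N/C change of the 2-cell-like genes was -0.979, and -0.193 without DMSO nuclear replicate 1, and that of AhR response genes was -1.26 and -0.076.

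**Figure D4:**
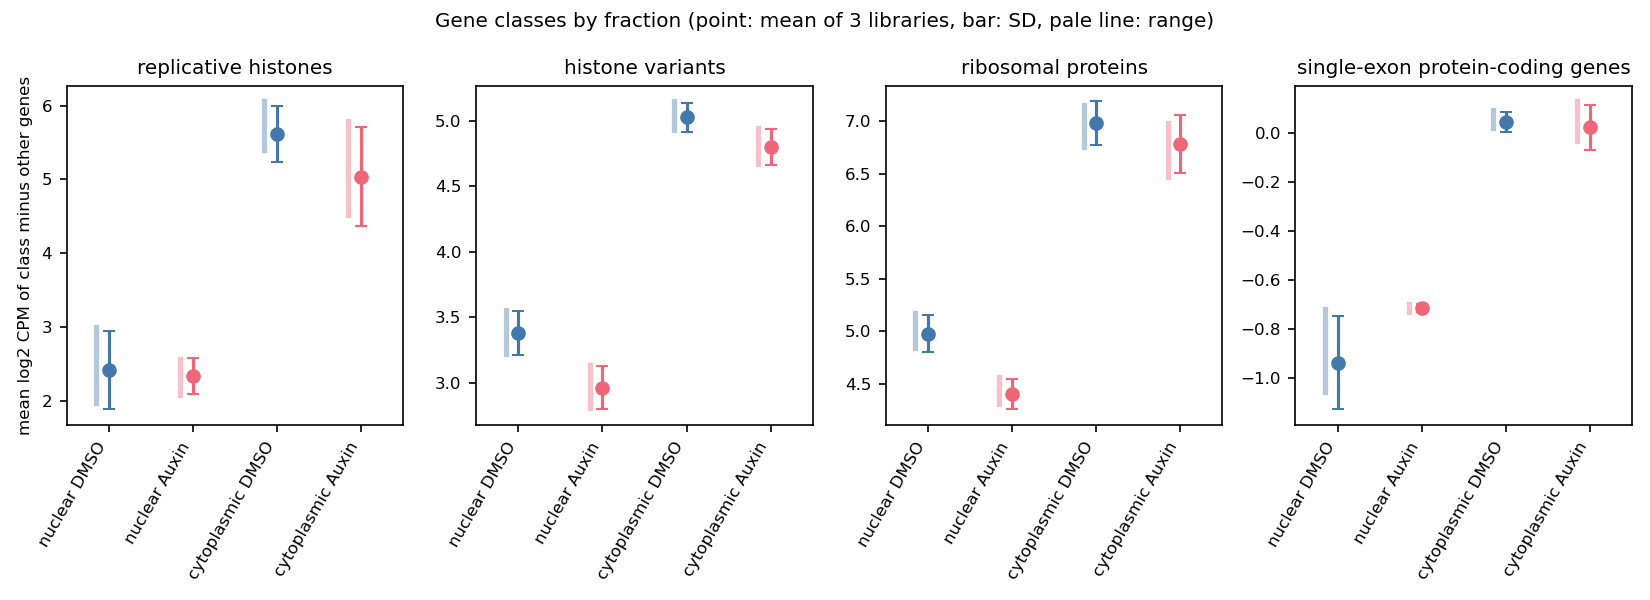
Mean log2 CPM of each gene class minus that of the other genes, for nuclear and cytoplasmic libraries in DMSO (blue) and auxin (red). Points are means of 3 libraries, bars their SD and pale lines their range, and the auxin and DMSO ranges of replicative histones overlap in both fractions.

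Nuclear and cytoplasmic effects of auxin ran in parallel. Across 23872 genes, which are not independent replicates, fold changes in the fractions had a Pearson r of 0.603 and a Spearman rho of 0.606. On differences of mean log2 CPM r was 0.696, and 1 of 100 arrangements of treatment labels within fractions, the real one, gave a value as large, with a median of 0.262 and a highest value of 0.52 among the others. Nuclei and cytoplasm shared 826 genes called higher, where independent lists would share 86.4, and 387 called lower, where independent lists would share 28.3. All 3 fractions shared 724 genes called higher and 251 called lower. No gene was called in opposite directions in nuclei and cytoplasm.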

Values the study reported

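In a separate RNA-seq experiment on other libraries of the same line, the study reported 1542 differentially expressed genes after 24 hours of auxin, at a change of more than 2-fold and an adjusted P value under 0.05. Of these, 1075 (70%) were up-regulated and 467 (30%) were down-regulated. From the fractions, it reported significant changes in the nuclear to cytoplasmic ratio of some RNA classes. Per its methods, classes were compared by Mann-Whitney-Wilcoxon tests across expressed genes, on shrunken DESeq2 fold changes. The exact test above is over libraries, so the outcomes are not of the same test. The Mann-Whitney test across genes above gave the same directions for replicative histones, ribosomal proteins and single-exon genes. Intronless mRNAs, mostly canonical histones, were slightly more nuclear after depletion and ribosomal protein mRNAs slightly more cytoplasmic, and long lncRNAs also changed. The study described these changes as small, below 2-fold. By imaging of polyadenylated RNA, it found the mRNA ratio between nucleus and cytoplasm unaffected by depletion.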

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

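In this part, the mixture and marker tests were chosen only after the result was seen, as was the use of the counts without 1 auxin library and with the run as a covariate to weigh a cause.

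In the total auxin group, 8 of 59 values tested for a library far from the other 3 had a gap of replicate 4 to its nearest neighbour that took most of the range. Chance gives such a gap in about 1 in 20 groups, and the 8 values are not independent, since all come from this library. The gap was 0.976 of the range for the nuclear share, 0.951 for Pou5f1, 0.936 for Bax, 0.899 for Dppa4, 0.895 for Bst2, 0.877 for Smtnl1, 0.868 for Zan and 0.845 for Cenpa. The N/C ratio of Cyb5r1 differed between treatments by -1.48 (log2) and that of Gm5943 by 3.77, by the edgeR interaction test.

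More genes were called in the total fraction (4443) than in nuclei (2152) or cytoplasm (2371). The larger number of libraries was argued against as the cause, since the lowest count with 1 auxin library left out was 3634. Of 2534 genes called in the total fraction alone, 78.8% went the way of the DMSO N/C ratio (50.1% if independent), which fits a larger share of nuclear RNA in the auxin total libraries, but 75% of the 1909 genes also called in a fraction did so too, which limits this test. Small nuclear and nucleolar RNAs argue against the larger nuclear share as the only cause. Their median was 2.425 for nuclear against cytoplasmic RNA in DMSO cells and -0.85 for auxin in total RNA. With the library run as a covariate the count was 3447, so the run stays open. A difference in TIP60-dependent RNA between whole cells and fractions was not tested and stays open.

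DMSO nuclear replicate 1 held transcripts that were otherwise high in auxin libraries. Nuclear RNA of auxin cells, or an exchanged nuclear label, was argued against, since the best mixture with a nuclear auxin library left 0.804 of its distance from the other nuclear DMSO libraries. A mixture with auxin cytoplasmic replicate 1, at a share of 21.2%, left 0.347, the lowest of the mixtures tried (0.347 to 0.435 with auxin cytoplasmic libraries, 0.466 to 0.543 with DMSO cytoplasmic ones, and 0.474 at the lowest with a total library), so RNA or reads of an auxin cytoplasmic library are a candidate source. Cytoplasm of its own DMSO culture was tested in 2 ways, and the first was undecided, with a median excess of the marker genes of 1.6 times their DMSO cytoplasmic level, between the bounds of 1 and 2 set for it. The second was the share of marker genes above both the other nuclear DMSO libraries and every DMSO cytoplasmic library. It was 92.7% for genes chosen as low in those nuclear libraries, which favours a high share. It was 68.8% (88 of 128) for genes chosen in total RNA, which argues against cytoplasm of its own culture as the only source. DMSO nuclear replicates 2 and 3 gave 4.7% and 19.5%. A gene can count for only 1 nuclear DMSO library, so these low values are not independent controls. No biological explanation was tested.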

How the results depend on the processing

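The share of reads outside features, the single-exon class without replicative histones and the correlation on mean log2 CPM were chosen after seeing the data. Of 158 gene results, 158 kept direction and side of the adjusted p threshold of 0.05, at any fold, with DESeq2 size factors and 158 with the strict filter, 155 with the DESeq2 Wald test, 155 with the run covariate, 150 without a filter, 150 in a fit of the compared groups and 142 when each library was left out, and 39 of 51 with the no-feature share. A gene that only fell below 2-fold counts as kept, such as Rpl27 in total with the no-feature share, so fewer calls may hold. The no-feature covariate called 1147 genes higher and 556 lower in total. It nearly follows treatment, so losses with it do not show an artifact. Leaving out libraries gave 1055 to 2672 genes lower in total and 878 to 1462 higher in nuclei, and the strict filter 509 lower in nuclei. In the N/C ratio, genes higher numbered 2 without mitochondrial and small nuclear RNAs, 16 with DESeq2, 17 without a filter, 4 with the strict filter, 0 in the fit of compared groups and 0 to 3 with libraries left out, and genes lower 8 with DESeq2, 41 without a filter and 1 to 2 with libraries left out. Across genes the class shift was 0.390 for histones, -0.356 for ribosomal proteins and 0.296 for single-exon genes, the median over histone variants turned the sign (0.0849), and single-exon genes shifted by 0.170 to 0.338 with libraries left out and by 0.216 without replicative histones (exact permutation p = 0.19). Lists past camera numbered 18 in total, 13 in nuclei, 13 in cytoplasm and 4 for the N/C ratio, and 0 in each with an estimated correlation. In the same order fry in 1 direction passed 20, 13, 12 and 0, and fry in either direction 27, 24, 24 and 0. The correlation was 0.800 for genes of log2 CPM 3 or more, 0.696 on mean log2 CPM, and 0.525 to 0.559 with libraries left out. Signs turned, for genes that did not pass, for Nanog (0.31) and Pou5f1 (0.55) in total with the no-feature share, Pou5f1 in total with the run (0.014) and without DMSO replicate 1 (0.074), Pou5f1 in nuclei without a filter (-0.046) and with 3 of 19 libraries left out in turn (-0.092 to -0.177), and Kat5 in cytoplasm in the fit of compared groups (0.05) and with 12 of 19 left out in turn (0.002 to 0.067). In the N/C ratio they turned for Efs without a filter (-0.078), in the fit of compared groups (-0.092), with the run (-0.001) and with 12 of 19 libraries left out in turn (-0.021 to -0.175), and for Nanog without a filter (-0.086), in that fit (-0.10) and with 11 of 19 left out in turn (-0.041 without DMSO total replicate 3, range -0.032 to -0.242). Except where fewer libraries or genes entered, the cause was not tested. No paired analysis was run. The study's methods take nuclear and cytoplasmic RNA from the same harvest, but no label states which libraries share a culture. The order of library numbers hints at pairs but does not state them. Whether pairing changes the N/C results was therefore not tested. Low nuclear depth limits genes near 1 CPM.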

Other observations

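In this part, all tests of other splits and with the share outside features as a covariate were chosen only after the result was seen. So was the weighing of auxin as a ligand of AhR, whereas the AhR response list was fixed beforehand.

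Germline, interferon and other lists moved both ways in total RNA. Of 20 germline genes 2 were called higher and 4 lower, with Hormad1 at -1.71 (6 higher and 4 lower adjusted over the list alone, camera adjusted p = 0.93). Hormad1 did not pass with the share outside features as a covariate (-0.94, adjusted p = 0.111). Of 13 interferon genes 1 was called higher and 2 lower, with Bst2 at -1.63 and at -1.04 with that covariate (3 and 3 adjusted over the list alone, camera adjusted p = 0.98). Of 13 trophectoderm genes 1 was called higher and 1 lower (1 and 1 adjusted over the list alone, camera adjusted p = 0.878), of 17 immediate early genes 1 and 1 (5 and 2 adjusted over the list alone, 3 higher without DMSO replicate 1 or 3 and 2 without auxin replicate 3, camera adjusted p = 0.743), and of 11 fibroblast markers 3 and 2 (5 and 2 adjusted over the list alone, camera adjusted p = 0.342). The median of trophectoderm genes, -0.004, changed sign with DESeq2 size factors (0.005). In cytoplasm Bst2 stood at -1.47.

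Of 8 AhR response genes 4 were called higher in total RNA, and a candidate explanation is auxin as a ligand of the aryl hydrocarbon receptor. It cannot be told apart from an effect of TIP60 loss, since 0 auxin-treated libraries of cells without the degron were among those analysed.

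For the total fraction 1 of 35 splits, the real one, gave 4443 called genes or more. These splits exchange libraries across the runs, and within the runs only 5 splits can be made (highest other 408), which are too few for a share under 0.05. The highest other split, with 4189, set auxin replicates 1 to 3 against the rest, which points to a structure of the samples. For nuclei (2152 against a highest other of 14), cytoplasm (2371 against 0) and nuclear against cytoplasmic (12944 against 0), 1 of 10 splits was as large in each, and 10 splits are too few for a share under 0.05. For the N/C ratio 11 of 100 splits gave 2 genes or more, but the highest other, 6035, exchanges the labels of a whole fraction and so holds the auxin effects themselves, and this number cannot say whether chance gives 2 genes.

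Genes called in the total fraction here numbered 4443, and 3032 without DMSO total replicate 1 and 1703 with the share outside features as a covariate. Each is higher than the value quoted from the study above, which came from other libraries, the last by the least.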
